# Role of mitochondria-bound HK2 in rheumatoid arthritis fibroblast-like synoviocytes

**DOI:** 10.3389/fimmu.2023.1103231

**Published:** 2023-07-17

**Authors:** Alyssa Torres, Sarah Kang, Christopher B. Mahony, Martha Cedeño, Patricia G. Oliveira, Marta Fernandez-Bustamante, Samuel Kemble, Teresina Laragione, Percio S. Gulko, Adam P. Croft, Elsa Sanchez-Lopez, Shigeki Miyamoto, Monica Guma

**Keywords:** rheumatoid arthritis, FLS, mitochondria, glucose metabolism, hexokinase

## Abstract

**Background:**

Glucose metabolism, specifically, hexokinase 2 (HK2), has a critical role in rheumatoid arthritis (RA) fibroblast-like synoviocyte (FLS) phenotype. HK2 localizes not only in the cytosol but also in the mitochondria, where it protects mitochondria against stress. We hypothesize that mitochondria-bound HK2 is a key regulator of RA FLS phenotype.

**Methods:**

HK2 localization was evaluated by confocal microscopy after FLS stimulation. RA FLSs were infected with Green fluorescent protein (GFP), full-length (FL)–HK2, or HK2 lacking its mitochondrial binding motif (HK2ΔN) expressing adenovirus (Ad). RA FLS was also incubated with methyl jasmonate (MJ; 2.5 mM), tofacitinib (1 µM), or methotrexate (1 µM). RA FLS was tested for migration and invasion and gene expression. Gene associations with HK2 expression were identified by examining single-cell RNA sequencing (scRNA-seq) data from murine models of arthritis. Mice were injected with K/BxN serum and given MJ. Ad-FLHK2 or Ad-HK2ΔN was injected into the knee of wild-type mice.

**Results:**

Cobalt chloride (CoCl_2_) and platelet-derived growth factor (PDGF) stimulation induced HK2 mitochondrial translocation. Overexpression of the HK2 mutant and MJ incubation reversed the invasive and migrative phenotype induced by FL-HK2 after PDGF stimulation, and MJ also decreased the expression of C-X-C Motif Chemokine Ligand 1 (CXCL1) and Collagen Type I Alpha 1 Chain (COL1A1). Of interest, tofacitinib but not methotrexate had an effect on HK2 dissociation from the mitochondria. In murine models, MJ treatment significantly decreased arthritis severity, whereas HK2FL was able to induce synovial hypertrophy as opposed to HK2ΔN.

**Conclusion:**

Our results suggest that mitochondrial HK2 regulates the aggressive phenotype of RA FLS. New therapeutic approaches to dissociate HK2 from mitochondria offer a safer approach than global glycolysis inhibition.

## Introduction

Hexokinases (HKs) catalyze the first committed step in glucose metabolism to yield glucose-6-phosphate (G6P) through phosphorylation (1). Although HKs are involved in the first irreversible step of glycolysis, a critical source of energy, they are strongly inhibited by G6P through product inhibition (1). Two of the more highly expressed HKs are isoforms HK1 and HK2. HK1 is constitutively expressed, and HK2 is not as expressed as HK1 besides insulin-sensitive tissues (1). Despite this, HK2 is induced in other tissues in various diseases and has been studied most thoroughly in several types of cancer (2–4). Upregulation of this particular isoform assists in relieving the increased need for nutrients from highly active cells for proliferation and other functions (5).

HK2 has an N-terminal domain that allows it to bind to the mitochondrial outer membrane voltage-dependent anion channel (VDAC) (6–8). Binding to VDAC enhances the affinity of HKs for ATP and makes them desensitized to inhibition by their product, G6P (9, 10). Mitochondrial HK2 protective effect is well established in the prevention of apoptosis by inhibiting Bax, a proapoptotic protein, and autophagy regulation (9, 10). Conversely, its dissociation triggers apoptosis (11–16). This dual role in glycolysis and cell protection makes HK2 an obvious target for several diseases as described by other groups (17–19).

Rheumatoid arthritis (RA) is a systemic autoimmune disease that mainly affects the synovial joints, leading to chronic inflammation, joint destruction, and loss of function (20, 21). The microenvironment in inflamed joints is characterized by hypoxia and low amount of nutrients as the hyperplastic intimal synovial lining forms an aggressive front and the distance between blood vessels and synoviocytes is increased (22–25). Many key signaling pathways that are activated by this microenvironment converge to adapt cell metabolism to support their growth and survival (26–28). For example, accelerated glucose metabolism to lactate is a hallmark of proliferative and activated cells and is an adaptation to the stressful and dynamic microenvironment of inflamed tissue (29–32).

Fibroblast-like synoviocytes (FLSs) are a key component of RA invasive synovium and display unique aggressive features, including increased migration, invasion, and proliferation (33–35). Among other pathogenic mechanisms, changes in FLS metabolism support FLS activation and aggressive phenotype (36). Our recent work and others have highlighted a critical role of glucose metabolism and, specifically, of HK2 in activated FLS and how it regulates FLS pathogenic functions (37–39).

Here, we test the hypothesis that mitochondria-bound HK2 is a key regulator of RA FLS phenotype. Our analysis demonstrates that full-length (FL)–HK2 overexpression is more effective at increasing the migration and invasion than HK2 without the mitochondrial binding motif. Dissociation of HK2 from mitochondria also decreased invasion and migration and made cells more prone to apoptosis. *In vivo* data also show that dissociation of HK2 from mitochondria in arthritic mouse models attenuates arthritis severity. Together, our results suggest that mitochondrial HK2 contributes to joint destruction in RA.

## Materials and methods

### Human FLS

Human FLSs were extracted from patients with RA undergoing total joint replacement. All patients with RA met the American College of Rheumatology 1987 revised criteria. FLSs were cultured in high-glucose Dulbecco's Modified Eagle Medium (DMEM) without pyruvate, supplemented with 10% fetal bovine serum (FBS), L-glutamine (8 mM; 4 mM for mice FLS), and penicillin/streptomycin (100 U/ml) (Gibco, ThermoFisher Scientific, Inc., Whaltham, MA).

### Cell lines and PBMC

Cell line Human embryonic kidney 293A (HEK293A) was purchased from ThermoFisher Scientific, Inc. (Whaltham, MA), and was cultured in high-glucose DMEM without pyruvate, supplemented with 10% FBS, L-glutamine (8 mM), and penicillin/streptomycin (100 U/ml) (Gibco, ThermoFisher Scientific, Inc., Whaltham, MA). Human peripheral blood mononuclear cells (PBMCs) were isolated from whole blood by Ficoll density gradient using Ficoll Plaque Premium (Sigma GE Healthcare, #17–544-02) or BD Vacutainer CPT Tubes (BD, #362753) as described somewhere else.

### Reagents

Platelet derived growth factor subunit BB (PDGF)-BB) was obtained from R&D Systems, Inc. (Minneapolis, MN). Methyl jasmonate (MJ), CoCl_2_, methotrexate (MTX), and tofacitinib (Tofa) were purchased from Sigma-Aldrich (Sant Louis, MO).

### Adenovirus infection

Ad-mHK2 FL, Ad-mHK2ΔN (N-terminal deletion mutant), Ad-15G (association to mitochondria peptide), and Ad-GFP were developed as previously described (40). Supernatants were collected and freeze-thawed three times for cell disruption and 0.22-µm–filtered for cell debris elimination. Titration of adenoviral vectors was assessed by cell lysis assay with HEK293A cells to obtain the multiplicity of infection (MOI) quantification. Overexpression experiments were performed by infecting FLS with 500 MOI. Experiments were performed 48 h after infection except specified otherwise.

### Western blot

FLSs were plated 100,000 cells per well and were disrupted in lysis buffer after treatment and collection. Proteins were separated by Sodium dodecyl-sulfate polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to a nitrocellulose membrane through the semi-dry system (Invitrogen). After blocking for 1 h with 5% milk, blots were incubated overnight at 4**°**C with the following antibodies: rabbit anti-human/mouse HK2 at 1:500 (#2867, C64G5, Cell Signaling Technology, Danvers, MA), mouse anti-human HK2 at 1:500 (sc-374091, B8, Santa Cruz Co, Santa Clara, CA), mouse anti-human tubulin at 1:1,000 (Santa Cruz Co., Santa Clara, CA), rabbit anti-TOM20 at 1:500 (Cell Signaling Technology, Danvers, MA), and Glyceraldehyde-3-Phosphate Dehydrogenase (GAPDH) and tubulin (Santa Cruz Co., Santa Clara, CA). Horseradish peroxidase–conjugated anti-mouse Immunoglobulin G (IgG) or anti-rabbit IgG (Cell Signaling Technology, Danvers, MA) was used as secondary antibody at 1:2,000 dilution. Membranes were developed using a chemiluminescence system (Clarity Western ECL, BIORAD, Hercules, CA). Images were captured by the ChemiDoc™ XRS+ System (BIORAD, Hercules, CA).

### Mitochondrial fractionation

RA FLSs were plated to 70% confluence in two 143-cm^2^ plates per condition and stimulated according to the figure legends. Mitochondrial protein was isolated using a mitochondria isolation kit (#89801 from ThermoFisher Scientific). Mitochondrial fraction was lysed in 2% 3-[(3-cholamidopropyl)dimethylammonio]-1-propanesulfonate (CHAPS) in Tris-Buffered Saline (TBS) buffer and quantified using Bradford. All subsequent steps are according to the Western blot protocol mentioned above.

### Cytochrome C quantification

RA FLSs were plated 100,000 per well in a six-well plate. After treatment with MJ or vehicle, cells were collected, and cell fractions were obtained as above but diluted according to a cytochrome c quantikine ELISA kit (R&D Biosystems, #DCTC0), and ELISA was performed according to the manufacturer’s directions.

### HK activity assay

RA FLS and PBMCs were collected and diluted to 1 × 10^6^ cells/ml, and HK activity assay was performed according to the manufacturer’s instructions (Sigma-Aldrich, #MAK091).

### Confocal experiments

Cells (8 × 10^3^) per well of RA FLS were plated on Lab-Tek brand chamber slides (n = 3) and were either incubated with CoCl_2_ (150 µM), PDGF (20 ng/ml), MTX (1 µM), and Tofa (1 µM) or infected with Ad-GFP, Ad-HK2, and Ad-HK2ΔN. Cells were fixed with 4% formaldehyde, permeabilized with 0.1% Triton X-100, and then blocked with 1% donkey serum in Phosphate buffered saline (PBS) for 1 h at Reverse transcriptase (RT). Then, cells were stained with anti-ATP5B (MAB3494, Millipore) to visualize the mitochondria and anti-HK2 (NBP2-16814, Novus) in blocking solution overnight at +4°C, followed by anti-mouse Alexa Fluor 594 and anti-rabbit Alexa Fluor 488 for 1 h at RT. Nuclei were counterstained with 4',6-diamidino-2-phenylindole (DAPI) and mounted with Fluosave. Cells were imaged at ×40 magnification using a DM6000 Leica microscope, images were analyzed, and HK2 colocation in the mitochondria was quantified using ImageJ Fiji software.

### Invasion

One million FLSs were trypsinized with 0.05% trypsin (Gibco, ThermoFisher Scientific, Inc., Whaltham, MA) and resuspended in 40 µl of 1% FBS DMEM and 40 µl of Matrigel (356231, BD Biosciences, San Diego, CA). Then, 4-µl drops of the mixture were plated in a six-well plate. After 5 min of incubation at 37**°**C, medium was added in the presence or absence of PDGF (10 ng/ml). The assay was stopped 24 h later, by adding 4% paraformaldehyde (PFA). Cells were stained with 0.05% crystal violet (Sigma-Aldrich, San Luis, MO), and images were captured with a 4× objective inverted microscope. For quantification, four images were taken per condition, and invasive area was measured by ImageJ software using arbitrary units.

### Migration

FLSs were seeded onto six-well plates and allowed to come to confluence. A double–cross-scratch wound was done in each well with the end of a sterile pipette tip. Cells were subsequently exposed to 1% FBS DMEM in the presence or absence of PDGF (10 ng/ml) for 24 h. FLSs were fixed by adding 4% PFA. Crystal violet was used at a concentration of 0.05% in distilled water for 30 min. After staining, cells were washed three times with water, and FLS migration across the wound margins was assessed, photographed, and measured by ImageJ—the average of relative length between random spots in all eight arms of the two cross sections.

### Death assay

Cells were plated at 50,000 cells per well in a 12-well plate. Cells were starved in 0.1% medium and, the following day, given MJ (1 µM) for 1 h before adding H_2_O_2_ to final concentrations of 75 or 200 µM. After 4 h, cells were fixed by adding 4% PFA. Cells were stained with 0.05% crystal violet (Sigma-Aldrich, San Luis, MO). Images were captured with a 10× objective inverted microscope. For quantification, mean gray value was measured through ImageJ software as described (41).

### Real-time PCR

FLSs were plated at 100,000 cells per well in a six-well plate using three-well replicates per condition. Cells were allowed to adhere overnight and then incubated 6 h with either ethanol (EtOH, vehicle) or MJ (1.5 mM). After the incubation time, cells were collected with TRIzol reagent (Invitrogen, 15596026). RNA was then extracted using chloroform, isopropyl alcohol, and 70% ethanol before adding 500 ng of each sample to do a reverse transcriptase reaction with the Bio-Rad iScript cDNA synthesis kit #1708891. The complementary DNA (cDNA) samples were then ran for real-time polymerase chain reaction (PCR) using primers from Integrated DNA technologies (IDT) and SsoAdvanced Universal SYBR green super mix from Bio-Rad Laboratories, Inc. Plates were analyzed with a Thermo Fisher QuantStudio 3 Real-Time PCR Systems machine. Relative mRNA was calculated in comparison with 18S gene as housekeeping. Primer sequences are available upon request.

### MTT viability assay

FLSs were plated at 3,000 cells per well in a 96-well plate using three-well replicates per condition per cell line. Conditions were added comparing 1% and 10% FBS. After 24 h with treatment, 10% 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) was added for 4 h and dissolved in 200 µl of Dimethyl Sulfoxide (DMSO). Optical density was measured at 550 and 690 nm, and replicates were averaged per condition and cell line.

### Single-cell RNAseq

The C57BL/6 mice were obtained from Charles River. All mice utilized for experimental procedures were 8- to 10-week-old male mice. Single animals were regarded as experimental entities. Induction of serum transfer-induced arthritis (STIA) was done by intravenous injection consisting of 100 μl of serum derived from KRN mice (K/BxN). Bones with intact joints from hind limbs of day 0, peak days 7–9, resolving day 15, or resolved day 22 and STIA inflamed mouse joints (*n* = 3 biological replicate samples, each consisted of cells isolated from the joints of three animals) were dissected and transferred into RPMI-1640 (+2% Fetal calf serum (FCS)) containing collagenase D (0.1 g/ml; Roche) and DNase I (0.01 g/ml; Sigma-Aldrich). Samples were incubated at 37°C for 40 min, followed by incubation with medium containing collagenase dispase (0.1 g/ml; Roche) and Deoxyribonuclease I (DNase I) (0.01 g/ml) at 37°C for 20 min. Live CD45^−^ synovial cells were sort purified using the BD FACSaria and captured with the 10x Genomics Chromium system. Sequencing libraries were generated using the 10x Genomics Single Cell 3′ Solution (version 2) kit and subjected to Illumina sequencing (HiSeq 4000, read 2 sequenced to 75 bp). Alignment to mm10 was completed using CellRanger (10x Genomics, v2.1.1). Analysis was completed using and R (v4.1) and using Seurat (v4.0.3) (42). Data were then analyzed in Seurat, where the following quality control (QC) metrics were used for all samples: nFeature_RNA > 500, nFeature_RNA <5,000, nCount_RNA > 500, and nCount_RNA < 20,000 (except PEAK_A, PEAK_B, PEAK_C, RESING_A, RESING_B, and RESING_C, where the maximum nCount_RNA was 40,000, 40,000, 40,000, 25,000, 30,000, and 30,000, respectively). Differential expression between clusters was calculated using FindAllMArkers() and FindMarkers() (between time points) in Seurat. Gene ontology (GO) term analysis was completed using gsFisher (v0.2), and Volcano plots were plotted using EnahcedVolcano (v1.13.2) R packages. Murine data are available at GSE230145.

### Mice

KRN T cell receptor–transgenic mice were a gift from Drs. D. Mathis (Harvard Medical School, Boston, MA) and C. Benoist (Institut de Génétique et de Biologie Moléculaire et Cellulaire, Strasbourg, France). All mice used in these experiments were bred on the C57BL/6 background and were 8–12 weeks old. All protocols involving animals received prior approval from the Institutional Review Boards and followed the Guide for the Care and Use of Laboratory Animals from the Institute for Laboratory Animal Research (National Research Council).

### K/BxN passive induce arthritis

Sera from adult, arthritic K/BxN mice were pooled for use in serum transfer. Recipient mice were injected intraperitoneally with 150 µl of the K/BxN mouse serum. One hour before serum injection (d0) or 5 days after serum injection (d5), MJ or vehicle was injected into the mouse at either 25 or 100 mg/kg. Clinical arthritis scores were evaluated in the recipient mice after serum transfer, as described previously (43). On day 12 after serum injection, the mice were euthanized, and their paws were analyzed for histopathological changes.

### Adenovirus mice injection

A total of 1 × 10^10^ viral particles in 8 µl were injected in the knees of control C57BL/6 mice. Ad-HK2FL was injected in the right knee, whereas Ad-HK2ΔN was injected in the left knee. Fourteen days after the injection, mice were euthanized, and knees were collected for histological studies and quantified as below.

### Antigen-induced arthritis induction

Experimental antigen-induced arthritis (AIA) was induced by a subcutaneous injection of 100 μg of methylated bovine serum albumin (mBSA) emulsified in 100 μl of complete Freund’s adjuvant (CFA) in the flank and, 1 week later, by an intradermal injection of 100 μg of mBSA/CFA in the tail base. Two weeks after these injections, arthritis was induced by intraarticular injection of 60 μg of mBSA in 10 μl of saline into the knee joint. After 3 days, a total of 1 × 10^10^ viral particles in 8 µl of Ad-GFP and Ad-15G were administered with intraarticular injection in the knees. Disease was assessed 14 days after intraarticular injection (11 days after adenovirus injection) by histological analysis as described below.

### Histology analysis

Joints were fixed in 10% formalin, decalcified in 10% EDTA for 2–3 weeks, and paraffin-embedded. Paraffin-embedded human synovium and mice joints sections were stained with hematoxylin and eosin and safranin O (43). A blinded semiquantitative scoring system was used to assess synovial inflammation, synovial hypertrophy, bone erosion, and cartilage damage (scale of 0–5) as previously described (43).

### Statistical analysis

Statistical analysis was performed with Prism software (version 5; GraphPad). Results are expressed as the mean ± SEM. Normality of the variables was assessed using the Kolmogorov–Smirnov and D’Agostino–Pearson normality tests. For comparison between two groups, Student’s two-tailed unpaired *t*-tests or nonparametric Mann–Whitney tests were applied, depending on the normality of the distribution of the variables. We compared three or more groups with analysis of variance (ANOVA) using Kruskal–Wallis non-parametric test followed by Dunnett’s *post-hoc* test or with one-way ANOVA parametric test followed by Tukey’s *post-hoc* test, depending on the homogeneity of variances. Results were considered significant if the two-sided *P*-value was less than 0.05. In all the figures, * is p<0.05, ** is p <0.01, *** is p <0.005, **** is p<0.001.

## Results

### Confocal microscopy and cell fractionation indicate that stimulation with CoCl_2_ and PDGF induces HK2 localization to mitochondria

We first determine whether HK2 binds to the mitochondria after stimulation with inflammatory mediators implicated in FLS responses. Stimulation of RA FLS with CoCl_2_, which mimics hypoxia, and PDGF for 60 min triggered HK2 mitochondrial binding but not its HK activity (**Supplementary Figure 1A**), as detected by an overlap of HK2 in green and ATP5b (a marker of mitochondria) in red by immunofluorescent confocal microscopy (**Figures 1A, B**). Binding of HK2 to mitochondria is critical for RA FLS aggressive behavior

**Figure 1:**
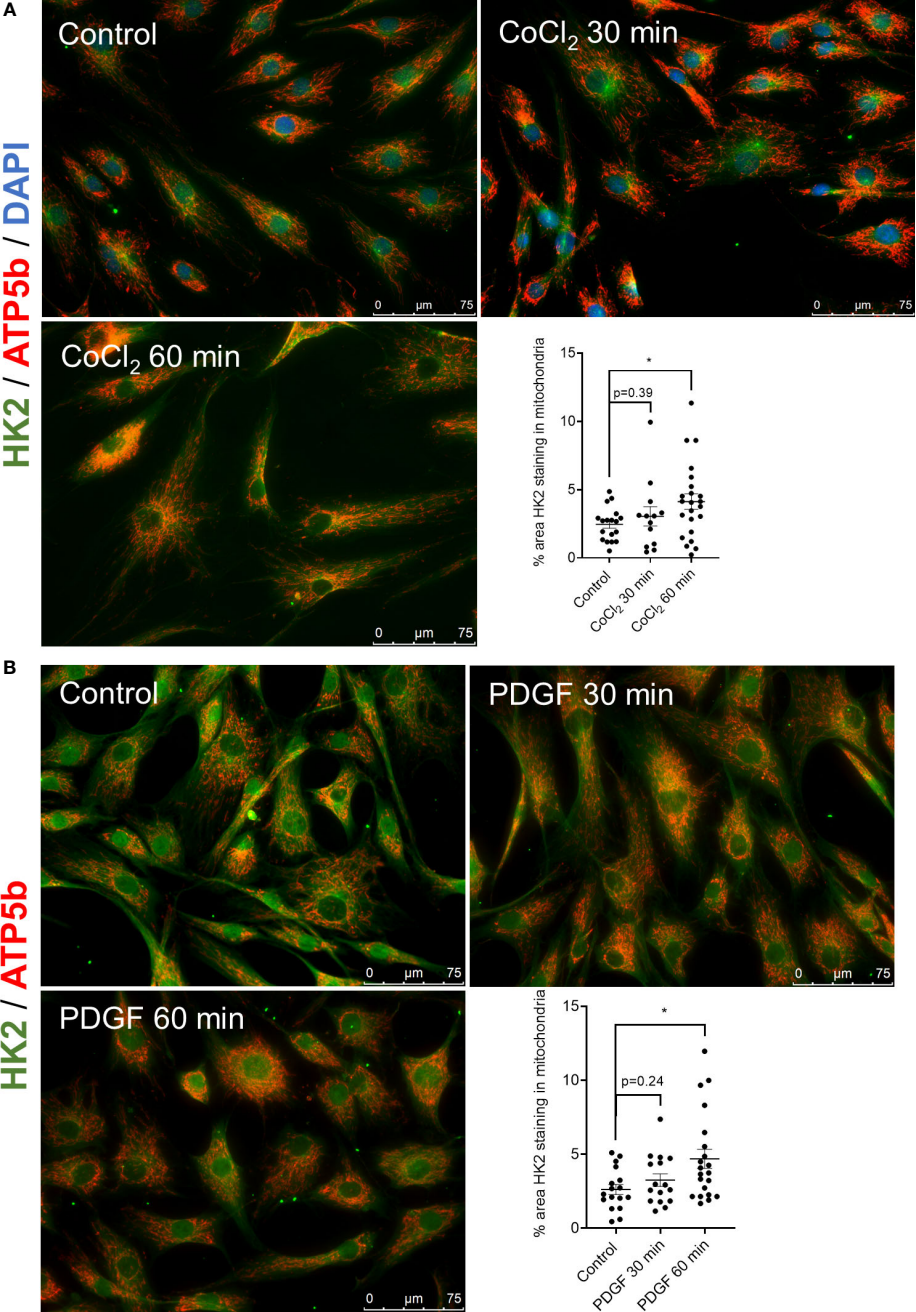
HK2 translocates to mitochondria after CoCl_2_ and PDGF stimulation. **(A)** Confocal microscopy of RA FLS (n = 3) after stimulation with 150 µM cobalt chloride (CoCl_2_) for 30 and 60 min with quantification. HK2 protein is stained with green fluorescence, ATP5a is stained with red fluorescence, and DAPI is stained with blue fluorescence as control. Overlapping yellow color indicates HK2 colocalization to mitochondria. n = 3 independent experiments. The comparison between groups was performed using unpaired two-tailed Student’s *t*-test. Statistical significance was considered when p-value ≤ 0.05. **(B)** Confocal microscopy of RA FLS (n = 3) after stimulation of PDGF (20 ng/ml) after 30 and 60 min with quantification. HK2 protein is stained with green fluorescence and ATP5a is stained with red fluorescence. Overlapping yellow color indicates HK2 colocalization to mitochondria. n = 2 independent experiments. The comparison between groups was performed using unpaired two-tailed student *t*-test. Statistical significance was considered when p-value ≤ 0.05. *P ≤ 0.05.

HK2 has motif at the N-terminal that allows binding to mitochondria (schematic representation in **Supplementary Figure 1B**). We determined the role of the binding motif in FLS phenotype, by transducing the FLS with adenovirus carrying FL murine HK2, Ad-HK2 (FL), which has both kinase activity and mitochondrial binding motifs, and a truncated version of HK2, Ad-HK2ΔN, which has kinase activity but lacks of mitochondrial binding motif, which prevents HK2 from binding to the mitochondria. Adenovirus with GFP was used as control. **Supplementary Figure 1C** exhibits the upregulation of HK2, but not endogenous HK2, protein after infection with Ad-HK2FL and Ad-HK2ΔN. On the other hand, confocal immunofluorescent studies (**Supplementary Figure 1D**) indicate that there is a significant binding of HK2 to the mitochondria when incubated with Ad-HK2FL adenovirus rather than Ad-HK2ΔN adenovirus. **Figures 2A-D** demonstrate the potential role of HK2FL in aggressive behavior of RA FLS by looking at invasion (**Figures 2A, B**) and migration (**Figures 2C, D**). RA FLS invaded and migrated after infection with Ad-HK2FL and PDGF stimulation in comparison with GFP. This phenotype was not observed after the infection with Ad-HK2ΔN, suggesting that HK2 binding to the mitochondria plays a role in RA FLS aggressive phenotype.

**Figure 2:**
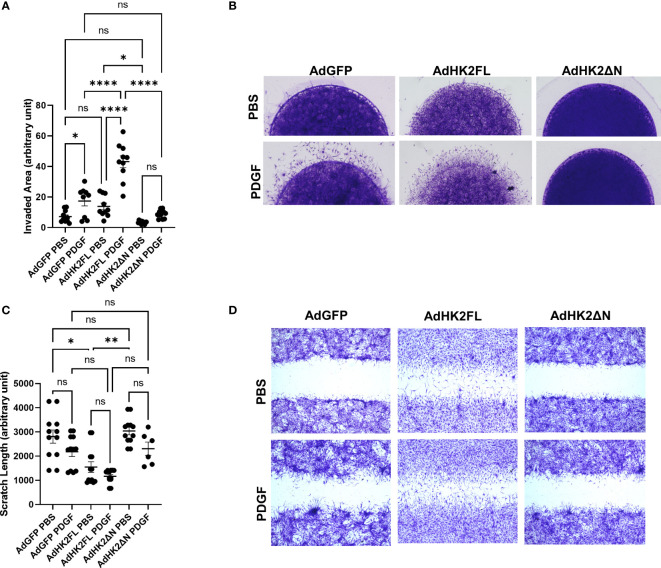
Effect of mitochondrial mutant HK2 on RA FLS invasion and migration. **(A, B)** RA FLSs were plated in matrigel spheroids as described in methods after adenovirus infection with Ad-GFP control, Ad-HK2FL, and Ad- HK2ΔN constructs for 2 days. **(A)** Analysis of area of invasion after infection with adenovirus. The comparison between groups was performed using ordinary one-way ANOVA followed by Tukey’s multiple comparisons test. Statistical analysis of P-value ≤ 0.05 was considered significant. **(B)** Representative images of invasion with the adenovirus constructs with and without PDGF. **(C, D)** RA FLSs were plated in six-well plates and scratched with the end of a sterile pipette tip after infection with adenovirus constructs. Cells were left to migrate 24 h with and without PDGF (10 ng/ml) stimulation. **(C)** Quantification of scratch length. The comparison between groups was performed using Kruskal–Wallis test followed by Dunn’s multiple comparisons test. Statistical significance was considered when p-value ≤ 0.05. **(D)** Representative images of migration with different adenovirus constructs with and without PDGF stimulation. ****P ≤ 0.001; **P ≤ 0.01. "ns" denotes "not significant".

### Treatment with MJ reduced RA FLS invasion and migration and induced apoptosis

Several drugs have shown to dissociate HK2 from mitochondria (44–46); among them, MJ is a plant stress hormone shown to dissociate HK2 from mitochondria in cancer cells as well as suppress proliferation and induce cell death (47, 48). Results from MTT viability assays revealed that MJ was nontoxic to RA FLS at a wide range of concentrations (**Supplementary Figure 2A**). In addition, MJ did not lead to a significant dissociation of cytochrome c from the mitochondria to the cytoplasm, which would be an indication of apoptosis (**Supplementary Figure 2B**). Mitochondrial fractionation protein analysis shows that HK2 expression in the mitochondrial fraction decreased after 60 min of incubation with MJ (**Supplementary Figure 2C**), which indicates MJ’s potential for dissociating HK2 from the mitochondria.

We next looked at the effect of MJ on invasion and migration, two important characteristics in RA FLS phenotype. In RA FLS, MJ significantly reduced both RA FLS invasion and migration after PDGF stimulation (**Figures 3A-D**). Because RA FLSs are also known to be resistant to apoptosis, we then conducted a death assay to determine the RA FLS resistance after addition of MJ (**Figures 3E, F**). MJ was found to potentiate H_2_O_2_-induced apoptotic cell death in comparison to EtOH control.

**Figure 3:**
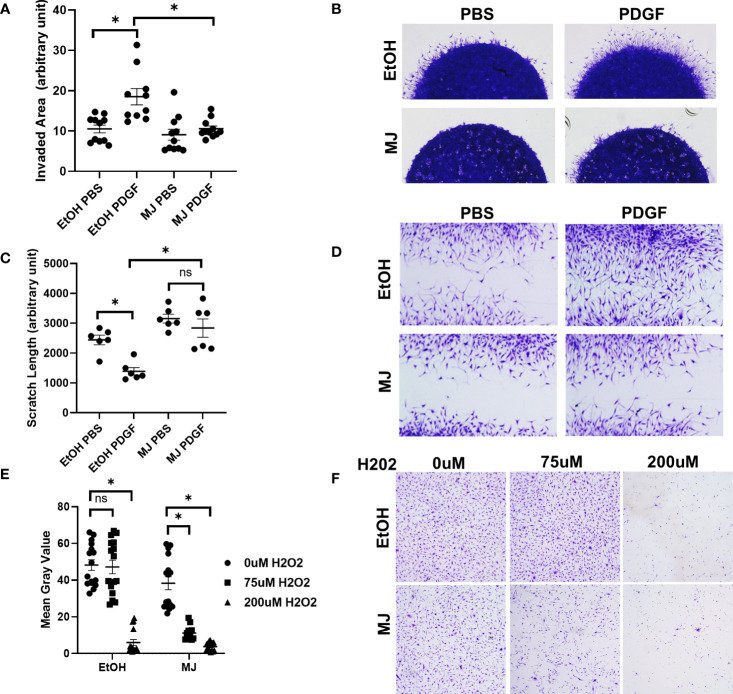
Treatment with methyl jasmonate (MJ), which dissociates HK2 from mitochondria, impaired FLS invasion and migration. **(A, B)** RA FLSs (n = 4) were plated in matrigel spheroids and given vehicle (ethanol) or MJ 1 h before PDGF stimulation. **(A)** Quantification of area of invasion after MJ treatment. Comparison between groups was performed using Kruskal–Wallis test followed by Dunn’s multiple comparisons test. Statistical analysis of P-value ≤ 0.05 was considered significant. **(B)** Representative images of invasion with MJ. **(C, D)** RA FLSs were plated in six-well plates and scratched with the end of a sterile pipette tip. Cells were given vehicle (ethanol) or MJ 1 h before PDGF stimulation and allowed to migrate for 24 h, **(C)** Quantification of scratch length. The comparison between groups was performed using ordinary one-way ANOVA followed by Tukey’s multiple comparisons test. Statistical analysis of P-value ≤ 0.05 was considered significant. **(D)** Representative images of MJ migration. **(E, F)** RA FLSs were plated in 12-well plates and treated with vehicle (ethanol) or MJ 1 h before addition of 0 µM H_2_O_2_, 75 µM H_2_O_2_, and 200 µM H_2_O_2_ to assess cell death and were fixed and stained after 4 h, **(E)** Analysis of mean gray value of cells using Fiji software. Comparison between groups was performed using Kruskal–Wallis test followed by Dunn’s multiple comparisons test. Statistical analysis of P-value ≤ 0.05 was considered significant. **(F)** Representative images of control and 1.5 mM MJ. *P ≤ 0.05. "ns" denotes "not significant".

### Effect of common RA drugs and inhibitors on HK2 translocation

We also determined HK2 adherence to the mitochondria under the presence of approved drugs in the treatment of RA, which include MTX and Tofa. Using immunofluorescent confocal microscopy, the addition of Tofa but not MTX decreased the binding of HK2 to the mitochondria after CoCl_2_ stimulation (**Figure 4**). However, Tofa was not able to avoid the HK2 translocation after adenovirus overexpression of HK2 (**Supplementary Figure 3**).

**Figure 4:**
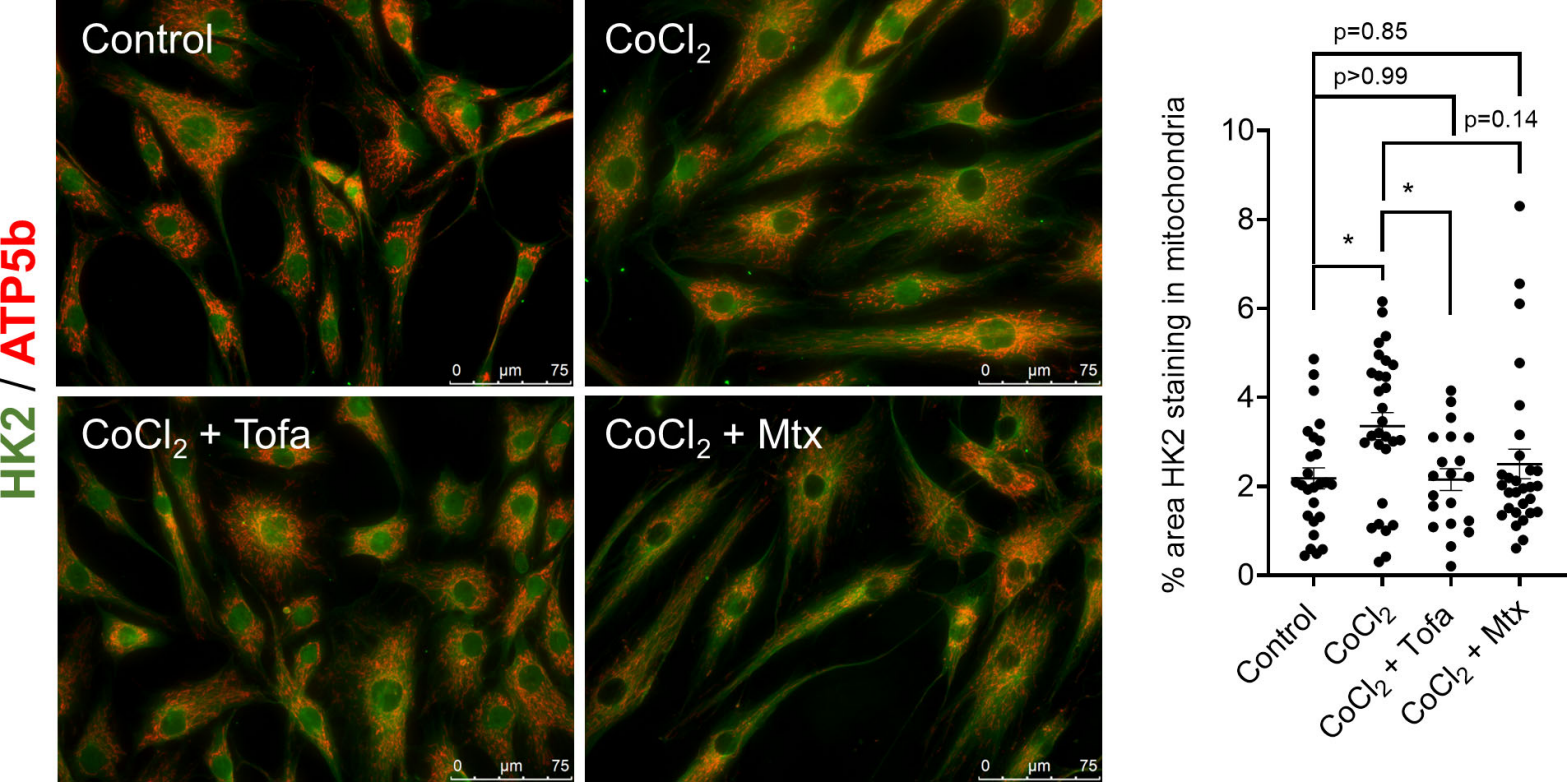
Effect of common RA drugs on mitochondrial translocation of HK2. Confocal microscopy of RA FLS (n = 3) after 60 min of stimulation of 150 µM CoCl_2_ with and without either 1 µM tofacitinib for 60 min or 1 µM MTX overnight with quantification. HK2 protein is stained with green fluorescence, and ATP5a is stained with red fluorescence. Overlapping yellow color indicates HK2 colocalization to mitochondria. n = 3 independent experiments. The comparison between groups was performed using ordinary one-way ANOVA followed by Tukey’s multiple comparisons test. Statistical analysis of P-value ≤ 0.05 was considered significant. *P ≤ 0.05.

### MJ decreased the expression of genes associated to HK2 identified by scRNA-seq

We next identified genes associated to HK2 synovial fibroblasts by examining scRNA-seq data from the STIA model. 

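The measurements behind this experiment were single-cell RNA sequencing (scRNA-seq) libraries of 12 samples of CD45-negative cells from the hind limb joints of C57BL/6 mice. The 3 later stages of serum transfer-induced arthritis (STIA), in which injected serum of arthritic K/BxN mice causes a joint inflammation that later subsides, were set beside rest, and each of the 4 labels was given to 3 libraries. The labelled stages were rest (day 0), peak (days 7 to 9), resolving (day 15) and resolved (day 22). Each library came from the pooled joints of 3 animals, so n counts pools of animals here, while the legend of Figure 5 gives n = 3 mice. Live cells without CD45, a surface marker of immune cells, had been sorted before capture. The authors made the libraries with the 10x Genomics 3′ version 2 kit, aligned the reads to mm10 with CellRanger, and deposited counts of unique molecular identifiers (UMIs), the tags that mark single captured RNA molecules, for 27998 genes in 21042 cells, as whole numbers. The deposited cells of every library had the same median of 5358 UMIs, so the counts look brought to one depth, a step that is not described in the paper's text.

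After quality control, the total UMI count ranged from 7468914 to 12341592 per library at rest (median 10503650), from 8286317 to 14553711 at peak (median 12262078), from 7665985 to 10726400 in the resolving stage (median 8538348) and from 8908613 to 16566202 in the resolved stage (median 9172935). Since cells of one library are not independent samples, UMIs were summed per library over the cells compared, and the sums were tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over the genes tested. As in Figure 5E, a gene was counted as changed at an adjusted p-value under 0.05 and a log2 fold change over 0.5 in either direction. Libraries with one label were not more alike than libraries with different labels. Each library carries a suffix from 1 to 12 on its cell barcodes, and for fibroblast sums of 11733 genes the library with the highest correlation of log2 counts scaled to a common library size (CPM) had a suffix in the same run of 3 consecutive suffixes in 12 of 12 cases and the same stage label in 0 of 12. The stages below are therefore those on the labels, and the groups are called libraries labelled rest, peak, resolving and resolved.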

We first digested synovial tissue from hind limbs from mice at different time points of the disease stage (rest day 0, peak days 7–9, resolving day 15, and resolved day 22; **Supplementary Figure 4A**). Live CD45^−^ synovial cells were sort purified. 3′ mRNA sequencing generated 20,216 cells that passed QC (**Figure 5B**, **Supplementary Figure 4B**). 

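The limits in the methods were applied to each library. They require more than 500 and fewer than 5000 detected genes, more than 500 UMIs, and fewer than 20000 UMIs, or fewer than 25000, 30000 or 40000 in the libraries for which the methods give another limit. They kept 20060 of the 21042 deposited cells, between 1227 and 2747 per library. With both lower limits alone, 20241 cells remained, and with these and the limit of 5000 genes, 20213 remained. The kept cells had a median of 5363 UMIs, and the median number of detected genes per cell lay between 1737 and 1926.5 across libraries. Mitochondrial genes held a median of 2.11% to 2.86% of the UMIs per cell, and a limit of 10% on that share, which the methods do not name, would have left 19940 cells. The doublet caller Scrublet, at its own threshold, marked 56 cells, 0.279% of those kept, which is too few for droplet data to count as a working call. Removing the 6% of cells with the highest doublet scores in each library instead would have left 18856 cells. No doublets were removed from the counts reported here.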

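The deposited files hold no cell labels, so the cells were clustered again and the clusters were named from marker genes. *Hk2*, the genes of Figure 5E that the paper names and a list of pro-inflammatory ligands were kept out of the genes used for clustering. The 33 clusters held 11283 fibroblast-like cells in 11 clusters, which express *Pdgfra*, *Pdpn*, *Dcn*, *Lum*, *Serpinf1*, *Fbln1* and *Gsn*. These were 56.2% of all cells and between 47.3% and 63.1% of the cells of a library. They included 820 lining-like cells with *Prg4*, *Clic5*, *Tspan15*, *Htra4* and *Itga6*, and 1237 sublining-like cells with *Cd34*, *Thy1*, *Pi16*, *Dpp4* and *Col14a1*. Some fibroblast-like clusters were led by response genes, such as a cluster of 1612 cells led by *Ifi205*, *Ccl7* and *Ccl2* and a cluster of 66 cells led by the interferon-induced *Ifit3* and *Ifit1*. The other named classes were vascular endothelial (1669 cells), osteoblast (1383), tenocyte (1240), chondrocyte (862), perivascular (656), proliferating (644), muscle (397), lymphatic endothelial (186), immune (111), Schwann (80) and erythroid (62), each by resemblance to its markers.

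A further 1487 cells in 3 clusters were left unnamed. The largest of these, with 1362 cells, expresses the fibroblast markers, but a tenocyte marker, *Tnmd*, and no fibroblast marker was among its 10 leading genes, and it was kept out of the fibroblasts. It held 25.9% of the cells of rest replicate 3, 17.1% of resolving replicate 2 and 24.1% of resolved replicate 2, whose barcode suffixes are 7 to 9, and from 0% to 1.16% of the other 9 libraries, so means per label rest on single libraries. With it, the fibroblasts would number 12645 cells.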

We then annotated the main cell types (**Figure 5A**) based on marker gene expression (**Supplementary Figures 4C–H**) and subset fibroblasts (**Figure 5B**, **Supplementary Figure 4I**), which included the lining layer (**Supplementary Figure 4K**). Of interest, fibroblasts were the CD45^−^ synovial cells with higher *Hk2* expression (**Figure 5A**). 

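*Hk2* (ENSMUSG00000000628) lies on chromosome 6 of GRCm38 from 82725025 to 82774454 on the minus strand, where it overlaps the gene model Gm17034 on the opposite strand. Summed over the fibroblasts of a library, *Hk2* reached 214 ± 64.4 CPM, UMIs scaled to the total of the sum (SD, n = 12 libraries). In one model of all sums of at least 10 cells, with the library as a block, *Hk2* was higher in fibroblasts than in 9 of the 11 other cell types at an adjusted p-value under 0.05, and in no type was it higher than in fibroblasts at that threshold. The difference was largest against vascular endothelial cells, with 7.56 ± 8.49 CPM (SD, n = 12), a log2 fold change of 4.93 (SE 0.25, adjusted p = 1.86e-34 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 12 of 12 libraries). Against osteoblasts, with 116 ± 46.1 CPM (SD, n = 12), the log2 fold change was 1.01 (SE 0.17, adjusted p = 6.07e-07 from the same edgeR test), again with fibroblasts higher in 12 of 12 libraries. Tenocytes were closer, at 145 ± 43.9 CPM (SD, n = 12) and a log2 fold change of 0.51 (SE 0.17, adjusted p = 0.0199 from the same edgeR test).

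The level in fibroblasts could not be told from that in chondrocytes or in muscle cells. Chondrocytes had 210 ± 54.9 CPM (SD, n = 12), fibroblasts were higher in 6 of 12 libraries, and the log2 fold change of fibroblasts over chondrocytes was -0.11 (SE 0.17, adjusted p = 0.628 from the same edgeR test). Muscle cells had 224 ± 125 CPM (SD, n = 9 libraries with enough cells), and the log2 fold change of fibroblasts over muscle cells was -0.20 (SE 0.21, adjusted p = 0.445 from the same edgeR test). The comparisons with immune, Schwann and erythroid cells rest on 3, 3 and 2 libraries. The setting that moved the tally most was a paired permutation test on log2 CPM per library, under which 5 types were lower, since with 6 or fewer libraries the test cannot reach an adjusted p-value under 0.05 here. Without upper limits on UMIs or genes per cell the log2 fold change over tenocytes turned to -0.02, and with coarser clusters to -0.08. Cells were clustered and named again under both settings, so the classes compared hold other cells. Tenocytes numbered 1826 without upper limits and 2438 with coarser clusters, in place of 1240.

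At least 1 *Hk2* UMI was found in 49.5% of fibroblasts (95% interval 48.6% to 50.4%), 64.7% of chondrocytes (61.5% to 67.9%) and 32.0% of muscle cells (27.6% to 36.7%). In vascular endothelial cells, taken as the level that free RNA can give, the share was 1.98% (1.41% to 2.76%). The intervals are Wilson intervals and cover counting error only. The median depth was 5520 UMIs per fibroblast, 7080 per chondrocyte, 2736 per muscle cell and 3065 per vascular endothelial cell. With each cell thinned to 2000 UMIs, which left out 216, 2, 44 and 202 cells, the shares were 29.3% of fibroblasts, 31.0% of chondrocytes, 25.8% of muscle cells and 1.30% of vascular endothelial cells.

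**Figure D1:**
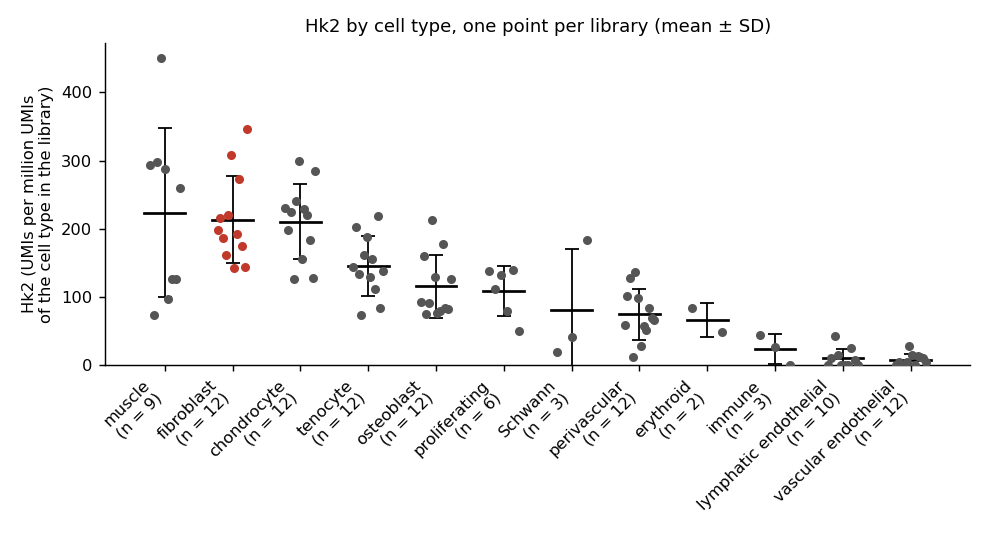
CPM of *Hk2* in each cell type of each library, with the number of libraries under each name. Each point is one library, the line is the mean and the bar is the SD, drawn down to 0 where it would pass below. Fibroblasts, in red, range from 142.6 to 346.0, as high as chondrocytes and muscle cells and above the endothelial types.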

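Of the fibroblasts, 5588 had at least 1 *Hk2* UMI and 5695 had none. A single UMI decided the status of 2117 cells, 37.9% of the positive cells. The positive cells were deeper, with a median of 6050.5 UMIs against 4975 in the negative cells, and the difference had this direction in 12 of 12 libraries. A library contributed between 241 and 796 positive cells and between 313 and 863 negative cells, and their sums held from 1372316 to 5256064 and from 1704643 to 4704282 UMIs. The share of positive fibroblasts was 47.0% ± 8.48 (SD, n = 3) in libraries labelled rest, 51.1% ± 14.6 (SD, n = 3) in those labelled peak, 46.5% ± 10.9 (SD, n = 3) in those labelled resolving and 51.1% ± 12.3 (SD, n = 3) in those labelled resolved. None of the later stages differed from rest by more than the spread between libraries (two-sided exact permutation tests, p = 0.8, 1 and 0.7, where 0.1 is the smallest p that 3 libraries against 3 allow). By barcode suffix, the share was 34.4% to 43.0% in libraries 1 to 3 and 53.0% to 61.6% in 4 to 6. It was 37.9% to 47.0% in 7 to 9 and 57.1% to 62.3% in 10 to 12. Thinned to 2000 UMIs per cell, which left out 61, 33, 50 and 72 fibroblasts, the shares were 27.9% ± 4.31, 29.5% ± 8.60, 28.8% ± 6.70 and 30.0% ± 9.45 (SD, n = 3 each). In all fibroblasts together, the log2 fold change of *Hk2* against rest was 0.24 (SE 0.38) at peak, 0.01 (SE 0.38) in the resolving stage and 0.19 (SE 0.38) in the resolved stage, with adjusted p-values of at least 0.998 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 11733 genes.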

We then selected *Hk2* positive (cell with >0 *Hk2* gene counts) and *Hk2* negative (cells with 0 *Hk2* gene counts) and examined marker gene expression. 

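Positive and negative cells were compared within each library, with the library as a block and *Hk2* itself left out. Of 9813 genes tested, 410 were higher and 251 lower in *Hk2*-positive fibroblasts, so 62.0% of the changed genes were higher. When the sums were scaled by total counts alone, without TMM factors, the median log2 fold change of all genes moved from -0.01 to -0.13, and 241 genes were higher and 599 lower, so 28.7% were higher. With *Hk2*-negative cells drawn to match the clusters of the positive cells, a setting chosen after seeing the data, 236 genes were higher and 85 lower.

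Among ligands, *Cxcl1* (ENSMUSG00000029380; chromosome 5 of GRCm38, 90891241 to 90893115) had 3709 ± 822 CPM in positive cells and 1282 ± 503 in negative cells (SD, n = 12 libraries), a log2 fold change of 1.63 (SE 0.11, adjusted p = 2.62e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ccl2* (ENSMUSG00000035385; chromosome 11, 82035571 to 82037453) had 2214 ± 553 against 743 ± 355 CPM, a log2 fold change of 1.69 (SE 0.16, adjusted p = 1.21e-07 from the same edgeR test). *Cxcl2* (ENSMUSG00000058427; chromosome 5, 90903871 to 90905938) had a log2 fold change of 1.83 (SE 0.18, adjusted p = 2.48e-07 from the same edgeR test), and *Il6* (ENSMUSG00000025746; chromosome 5, 30013114 to 30019981) one of 1.55 (SE 0.15, adjusted p = 1.69e-07 from the same edgeR test). These 4 protein-coding genes were higher in positive cells in 12 of 12 libraries. *Cxcl1* and *Cxcl2*, like other chemokines, have paralogs, and the counting could have divided or dropped reads that match both. With negative cells matched to positive cells in UMIs per cell, the log2 fold change was 1.66 for *Cxcl1* and 1.73 for *Ccl2*. *Tnf*, with 10 UMIs in positive and 15 in negative cells, was too low to test.

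Leaving out numbered gene models, the largest increases among genes past the threshold that rose in 12 of 12 libraries were those of *Ptx3* (log2 fold change 1.91), *Cxcl2* and *Fosl1* (1.69), and the largest decreases those of *Chad* (-1.51), *Omd* (-1.36) and *Dlx5* (-1.21). These decreases shrank to -0.64, -0.52 and -0.59 with negative cells matched to positive cells in cluster, a match chosen after seeing the data, and *Chad* to -0.50 with at most 10% mitochondrial UMIs per cell. Under that limit the cells were also clustered and named again, so the fibroblasts were not the same cells. The other hexokinase *Hk1* did not change past the threshold (log2 fold change -0.16, SE 0.08, adjusted p = 0.114 from the same edgeR test). *Mmp3* passed it narrowly, at 0.51 (SE 0.17, adjusted p = 0.0234 from the same edgeR test), and fell to 0.39 without resolving replicate 3. *Timp1* (0.31) and *Postn* (0.22) stayed under the fold change limit. Of the 9 genes named in Figure 5E, 4 were past the threshold, adjusted over all genes and adjusted over the list alone.

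Of the 4 gene lists fixed before the data were examined, pro-inflammatory ligands had a mean log2 fold change of 0.51, with 29 of 36 tested genes higher (adjusted p = 6.96e-07 from camera, with Benjamini-Hochberg adjustment over the lists). That list was drawn by gene symbol and stands for cytokine and chemokine genes in general, with *Il4*, *Il10* and *Il13* among its members. Glycolysis genes other than *Hk2* averaged 0.27, with 12 of 16 higher (adjusted p = 0.00137 from camera), and tissue dissociation and immediate early genes 0.21, with 15 of 20 higher (adjusted p = 0.00124 from camera). All 4 lists, the collagens included, also passed under fry. The status of cells was also exchanged within libraries drawn at random. As small a camera p-value then came from 13 of 100 splits for collagens, 25 for glycolysis and 32 for dissociation genes. For ligands it came from 1 of 100, the real one. The mean of the glycolysis list turned to -0.07 when each cell was thinned to 2000 UMIs before its status was set.

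**Figure D2:**
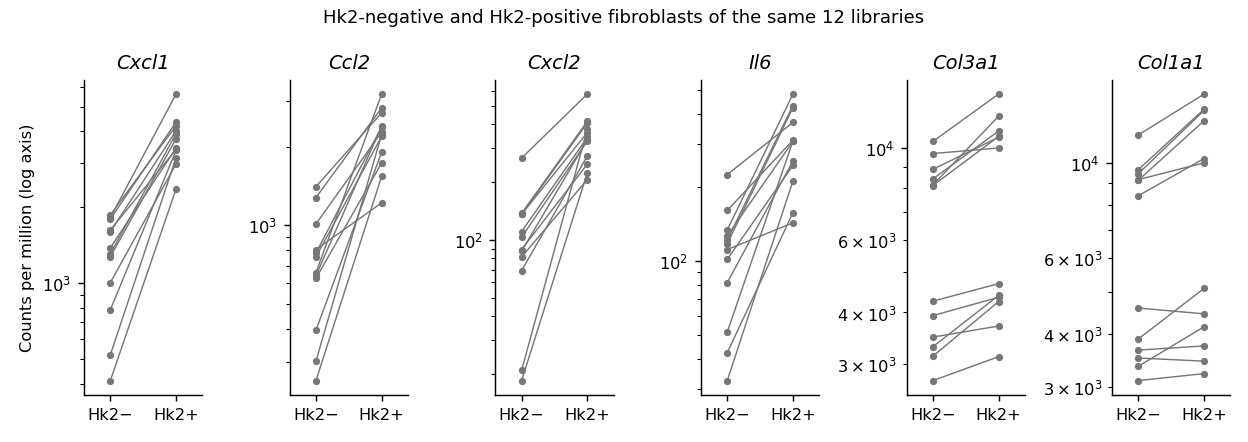
CPM, on a log axis, of 6 genes in the *Hk2*-negative and *Hk2*-positive fibroblasts of the same library, with one line for each of the 12 libraries. *Cxcl1*, *Ccl2*, *Cxcl2* and *Il6* are higher in positive cells in 12 of 12 libraries, as is *Col3a1* with a smaller difference, and *Col1a1* is higher in 10 of 12.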

We found that *Hk2*-positive cells were enriched in pro-inflammatory molecules when compared with *Hk2*-negative cells (**Figure 5C**, **Supplementary Figure 4J**). 

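The sums of *Hk2*-positive fibroblasts held from 1372316 to 5042942 UMIs in libraries labelled rest, from 1783486 to 5256064 in those labelled peak, from 1496408 to 3614680 in those labelled resolving and from 3099066 to 3643251 in those labelled resolved. Each later stage was compared with rest in one model of all 12 libraries, over 10738 genes. No gene was past the threshold in either direction at peak, in the resolving stage or in the resolved stage. At an unadjusted p-value under 0.05 there were 80, 176 and 90 genes, 0.745%, 1.64% and 0.838% of those tested. The lowest adjusted p-value was 1, 0.987 and 1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For 3.89% of the genes all 3 libraries labelled peak lay above or below all 3 labelled rest, and for 6.77% and 3.94% this held in the resolving and the resolved stage, where chance alone gives 10%. With the run of 3 consecutive barcode suffixes as a block in this comparison, chosen after seeing the data, 1 gene was lower at peak and none was higher. The spread between libraries with one label limits what could be detected. The edgeR test was run on simulated counts with the means and the spread of these libraries. At peak it recovered a change of 3 on the log2 scale for 96.5% of the changed genes, but a change of 1 for 0%. In this simulation a difference of 1 was therefore not detectable with this test and 3 libraries per label. DESeq2 recovered a change of 1 for 18% of the genes, with 33.3% of its calls false. A change of about 2, the size read by eye for *Ccl2* in Figure 5E, was not simulated. The limit also differs between genes, since the SE at peak was 0.28 for *Ccl2* and *Cxcl1* but 1.17 for *Timp1* and 1.19 for *Postn*.

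Whether the change from rest differed between *Hk2*-positive and *Hk2*-negative fibroblasts was tested as an interaction over 9813 genes. No gene passed at an adjusted p-value under 0.05 at any of the 3 later stages, and 300, 343 and 356 genes had an unadjusted p-value under 0.05. The setting that moved these counts most was to keep all genes with at least 1 count, with 41, 28 and 48 genes past the interaction's threshold. It brings in genes with counts too low for the filter used elsewhere. With that filter kept, no alternative gave more than 1 gene.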

We then examined differential gene expression across disease time points in *Hk2*-positive fibroblast and found a number of genes enriched in each time point when compared with rest (**Figure 5D**). Further examination of the differentially expressed genes revealed an upregulation of key inflammatory and matrix remodeling genes at peak (*Ccl2*, *Timp1*, *Cxcl1*, *Postn*, *Col1a1*, *Col3a1*, *Acta2*, *Mmp3*, and *Cxcl2:* **Figure 5E**). Many of these genes retained their upregulation in resolving, and most were not significantly differentially expressed in the resolved time point compared with rest (**Figure 5E**). 

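In libraries labelled peak, 0 of these 9 genes were past the threshold against rest in *Hk2*-positive fibroblasts, adjusted over all genes or adjusted over the list alone, where the lowest adjusted p-value was 0.898 and 0 had an unadjusted p-value under 0.05. The study chose the list on these samples, so the second count is not independent evidence. All 9 log2 fold changes were below 0, from -0.88 (*Mmp3*) to -0.04 (*Ccl2*), but these signs depend on settings and on single libraries. With all libraries kept, 4 of the 9 turned above 0 under an alternative set beforehand, of which *Ccl2* reached 0.11 without upper limits on UMIs and genes, and 6 of the 9 did in one of the 6 fits that each left out one library. *Ccl2* had 2196 ± 91.7 CPM at peak and 2263 ± 437 at rest (SD, n = 3 libraries each), a log2 fold change with an SE of 0.28 (adjusted p of 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that ranged from -0.17 to 0.11 in the latter fits. *Cxcl1* had 3324 ± 384 CPM at peak and 3645 ± 482 at rest (SD, n = 3), a log2 fold change of -0.13 (SE 0.28). *Timp1* (ENSMUSG00000001131; chromosome X of GRCm38, 20870166 to 20874735) had 234.3, 2948 and 302.0 CPM in the 3 libraries labelled peak and 254.9, 3890 and 1491 in those labelled rest. Its log2 fold change was -0.69 (SE 1.17) and ranged from -2.81 to 0.42 across the 6 fits that each left out one library, the higher end without rest replicate 2. *Postn* (ENSMUSG00000027750; chromosome 3, 54361109 to 54391037) had 251.7, 2037 and 139.9 CPM at peak and 115.1, 1636 and 979.4 at rest, a log2 fold change of -0.17 (SE 1.19) that ranged from -2.23 to 0.58 in such fits, again with the higher end without rest replicate 2. For *Col1a1* the log2 fold change was -0.33 (SE 0.66; -1.38 without peak replicate 2 to 0.018 without peak replicate 3), for *Col3a1* -0.45 (SE 0.60; -1.14 without peak replicate 2 to -0.12 without rest replicate 2) and for *Acta2* -0.52 (SE 1.27; -3.30 without peak replicate 2 to 0.19 without rest replicate 3). For *Mmp3* it ranged from -1.69 without peak replicate 2 to -0.18 without rest replicate 2, for *Cxcl1* from -0.23 to -0.022 and for *Cxcl2* from -0.12 to 0.073.

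*Timp1* overlaps *Syn1* on the opposite strand, and *Ccl2* overlaps the gene model Gm17268 there, so their counts are uncertain where reads were assigned without regard to strand. Among libraries with one label, *Timp1* had an SD of 1.77 on the log2 scale, against 0.21 among libraries with barcode suffixes in one run of 3, and *Postn* had 1.92 against 0.39. For *Ccl2* these values were 0.35 and 0.41. Taking the fold change of the mean over all cells of a stage, as the paper's tool does, gave values from -0.78 (*Timp1*) to -0.03 (*Acta2*) at peak, with no test. The paper tested single cells with a Wilcoxon test and reasons from the genes past its limits in Figure 5E that inflammatory and matrix remodeling genes rise at peak in *Hk2*-positive cells.

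**Figure D3:**
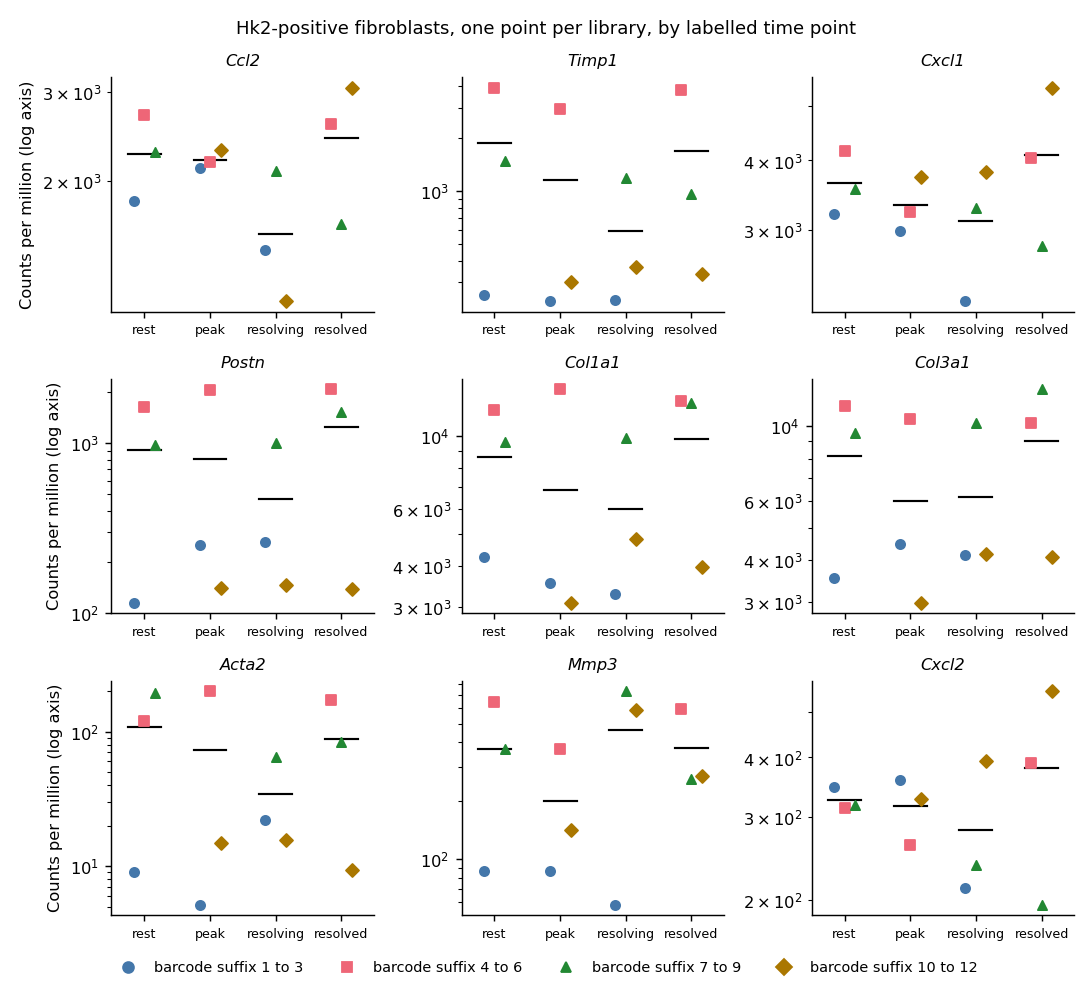
CPM, on a log axis, of 9 genes in *Hk2*-positive fibroblasts, by the stage on the label. Each point is one library, its shape and colour mark its run of 3 barcode suffixes, and the line is the mean of 3 libraries. For *Timp1*, the libraries labelled peak range from 234.3 to 2948, while the libraries with barcode suffixes 4 to 6 lie between 2948 and 3890.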

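In the resolving stage 1 of the 9 genes had a log2 fold change above 0 against rest, *Mmp3* with 0.32 (SE 0.85), and the others lay between -1.66 (*Timp1*, SE 1.19) and -0.21 (*Cxcl2*, SE 0.34). The lowest unadjusted p-value was 0.0874, for *Ccl2*, whose log2 fold change was -0.53 (SE 0.28). None was past the threshold, adjusted over all genes or adjusted over the list alone (lowest adjusted p = 0.620 over the list, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the resolved stage 7 of the 9 genes had a log2 fold change above 0, from 0.02 (*Mmp3*, SE 0.85) to 0.45 (*Postn*, SE 1.19), and *Timp1* (-0.16) and *Acta2* (-0.29) lay below. Again none passed in either form of adjustment, with a lowest adjusted p-value of 0.978 over the list and 0 genes at an unadjusted p-value under 0.05 at both stages. *Postn* turned to 0.53 (SE 0.21) in the resolving stage with the run of barcode suffixes as a block, a setting chosen after seeing the data, *Mmp3* turned to -0.41 there at Leiden resolution 0.5, and *Cxcl2* turned to -0.15 in the resolved stage without resolved replicate 3. With one library left out in turn, *Mmp3* ranged from -0.18 to 1.03 in the resolving stage while the other 8 stayed below 0, and in the resolved stage each of the 9 genes fell on both sides of 0, *Timp1* from -1.54 to 0.96 and *Postn* from -0.14 to 1.19.

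Among the 4 gene lists, collagens were lower at peak, with a mean log2 fold change of -0.37 and 4 of 31 genes higher (adjusted p = 3.03e-05 from camera). In the resolving stage collagens (-0.38), pro-inflammatory ligands (-0.40) and glycolysis genes (-0.38) were lower and dissociation genes (0.32) were higher, with adjusted p-values of 0.0145, 0.0470, 0.0170 and 4.41e-04 from camera, and in the resolved stage no list passed. Camera was run with a preset correlation between genes of 0.01. None of these calls held under fry, where the adjusted p-values lay between 0.508 and 0.858. The run of barcode suffixes as a block, chosen after seeing the data, also changed the resolving stage. The means there were -0.074 (collagens), -0.061 (ligands), 0.071 (glycolysis) and 0.037 (dissociation), and none passed.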

We then sought to validate the role of the mitochondrial binding in the upregulation of these genes in human RA FLS. MJ decreased the expression of several of the genes associated to HK2 expression (**Figure 5F**).

**Figure 5:**
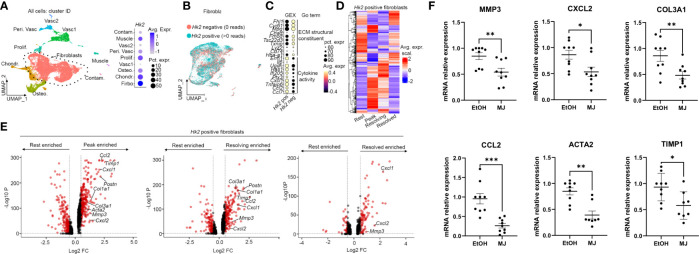
MJ decreased the expression of genes associated to HK2 identified by scRNA-seq. **(A)** UMAP of scRNAseq data of live CD45^−^ cells from digested hind limbs with main cell labels (n = 3 mice). Vasc, vascular cells; Peri. Vasc, perivascular; Contam., contamination; Osteo., osteoblasts; Chondr., chondrocytes. **(B)** Fibroblast subsets with cell labels based on reads of *Hk2* gene. **(C)** Gene expression (GEX) of top 10 marker genes in Hk2-positive cells compared with *Hk2* -egative cells with GO term. **(D)** Heatmap of differential expressed genes between disease model time point (rest, resolved, peak, and resolving) in *Hk2*-positive cells. **(E)** Volcano plots of differentially expressed genes between the indicated conditional in *Hk2*-positive cells. Each dot represents a gene. Genes in red: adjusted p-value < 0.05 and fold change > 0.5 and < −0.5. P-value calculated using FindMarkers() (Seurat) and the Wilcox method. **(F)** qPCR analysis of the indicated genes in RA FLS 6 h of MJ treatment. Results are average of three different RA FLS lines. Statistical analysis of P-value ≤ 0.05 was considered significant. *P ≤ 0.05 ; **P ≤ 0.01; ***P ≤ 0.001.

### Truncated HK2 overexpression and HK2 dissociation with from mitochondria Ad-15G injection lead to a reduced synovial lining hypertrophy in murine healthy joints

We finally determined the effect of HK2 with and without binding motif on arthritis in experiments *in vivo*. Adenovirus injection was given on each knee of a C57BL/6 mouse, with Ad-HK2FL on one knee and Ad-HK2ΔN into the other knee (**Figures 6A, B**). After injection with adenovirus particles, mice were euthanized after 14 days and analyzed with histological staining. Knees injected with Ad-FLHK2 had higher synovial hypertrophy and inflammation scores as compared with the Ad-ΔNHK2 (**Figures 6A, B**).

**Figure 6:**
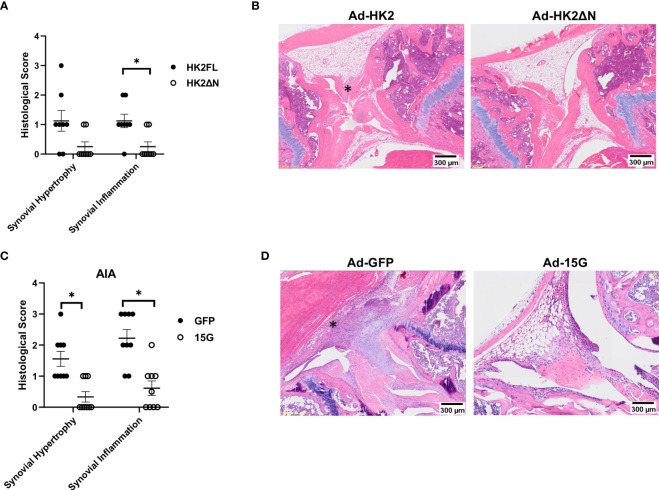
Adenovirus injection and Ad-15G treatment in AIA model. **(A, B)** B6 mice (n = 10) injected with AdenoHK2FL or Adeno HK2ΔN in either knee as described in methods. **(A)** Histological scores of mouse knees measuring synovial infiltration and infiltration of either HK2FL or HK2ΔN. The comparison between groups was performed using two-tailed Mann–Whitney non-parametric test for each score type. Statistical significance was considered when p-value ≤ 0.05. **(B)** Representative images of knee joints of mice. Asterisk (*) shows synovium **(C, D)** AIA mouse model (n = 10) with treatment of 15G peptide that dissociates HK2 from mitochondria as described in methods. **(C)** Histological score of mouse knees measuring synovial infiltration or infiltration of mice injected with Ad-GFP control or Ad-15G. The comparison between groups was performed using two-tailed Mann–Whitney non-parametric test for each score type. Statistical significance was considered when p-value ≤ 0.05. **(D)** Representative images of mouse joints.

Selective dissociation of HK2 from mitochondria was achieved using Ad-15G, an adenovirus encoding the first 15 amino acids of the mitochondrial binding motif (schematic is displayed in **Supplementary Figure 1A**). This competitively inhibits endogenous HK2 binding to mitochondria (40). In an AIA model of arthritis, the injection of Ad-15G reduced histological scores compared with Ad-GFP injection (**Figures 6C, D**).

### MJ treatment that dissociated HK2 from mitochondria significantly decreased arthritis severity in mice

To determine the effect in arthritis of dissociation of HK2 from mitochondria, MJ was injected either same day as K/BxN serum (d0) (**Figures 7A-C**) or 5 days (**Figures 7D, E**) in the K/BxN arthritis model, using doses of 25 and 100 mg/kg. MJ injection at day 0 served a preventative method of arthritis progression, whereas injection at day 5 demonstrated a treatment option at the peak of disease activity. Clinical score and joint diameter were significantly reduced in a dosage at 25 mg/kg over a dosage at 100mg/kg at both preventing arthritis (d0) and treating arthritis (d5). Interestingly, dosage at 100 mg/kg had increased arthritic clinical score compared with dosage at 25 mg/kg but still less than control, suggesting a reverse effect at higher doses (representative images are shown in **Figure 7C**). Histological analysis revealed synovial hypertrophy, inflammation, cartilage damage, and bone damage scores were reduced in 25 mg/kg compared with control but not in 100 mg/kg in both d0 and d5 injections but was more prominent in d0.

**Figure 7:**
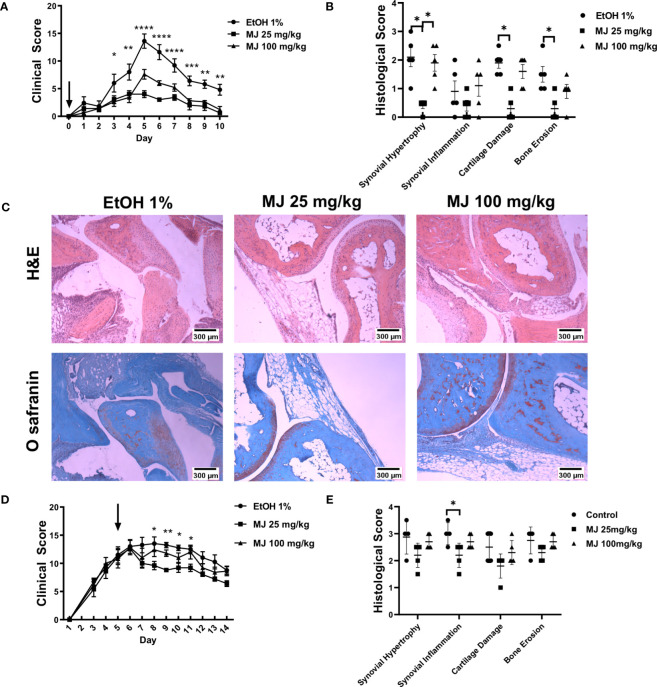
MJ treatment ameliorates arthritis in an animal model of inflammatory arthritis. B6 mice (n = 5) were injected with 150 µl of K/BxN serum. **(A)** Clinical score of mice after given MJ (25 or 100 mg/kg) same day of serum injection. Arrow points at day of MJ treatment. The comparison between groups was performed using ordinary one-way ANOVA followed by Tukey’s multiple comparisons test for clinical score. Statistical analysis of P-value ≤ 0.05 was considered significant. **(B)** Histological score of mice knee joints measuring synovial infiltration, infiltration, cartilage damage, and bone damage. Results of clinical and histological scores are average of five mice and graphed with SEM. The comparison between groups was performed using Kruskal–Wallis test followed by Dunn’s multiple comparisons test for each score type. Statistical analysis of P-value ≤ 0.05 was considered significant. **(C)** Images of hematoxylin and eosin staining and Safranin O staining with and without treatments of MJ. **(D)** Clinical score and joint diameter of mice after given MJ (25 or 100 mg/kg) on day 5 after serum injection. Arrow points at day of MJ treatment. The comparison between groups was performed using ordinary one-way ANOVA followed by Tukey’s multiple comparisons test for clinical score. Statistical analysis of P-value ≤ 0.05 was considered significant. **(E)** Histological scores of mice knee joints measuring synovial infiltration, infiltration, cartilage damage, and bone damage. Results of clinical and histological scores are average of five mice and graphed with SEM. The comparison between groups was performed using Kruskal–Wallis test followed by Dunn’s multiple comparisons test for each score type. Statistical analysis of P-value ≤ 0.05 was considered significant. *P ≤ 0.05 ; **P ≤ 0.01; ***P ≤ 0.001.

## Discussion

Our study looks at the role of HK2 in RA FLS and whether or not its mitochondrial binding plays a role in RA FLS behavior. Mitochondria-bound HK2 is associated with enhanced tumorigenesis in cancer, which makes this specific mitochondria-bound isoform a more attractive target (3, 49, 50).

We found that HK2 translocated to the mitochondria after PDGF stimulation, a common cytokine found in RA synovium (51). In other tissues, for instance, in human carotid artery smooth muscle cells, PDGF stimulation activated the Akt pathway, which increases HK2 expression *via* HIF-1a upregulation (52), promoting glycolysis and mitochondrial membrane potential hyperpolarization. When infected with HK2 containing the mitochondrial binding motif, RA FLSs were found to become more aggressive during functional assays such as invasion and migration. Other data in cardiomyocytes have shown that the mitochondrial binding motif that is located on the N terminus is necessary and sufficient for HK2 binding and that Akt phosphorylates HK2 at Thr-473 that increased mitochondrial binding (53).

MJ is a drug that was found to increase necrosis and apoptosis in hepatocellular carcinoma cells by detaching HK2 from a voltage-dependent anion channel and inhibited glycolysis (54, 55). Other groups found that the amount expression of HK and its binding to the mitochondria determines susceptibility to jasmonates in cancer cells and suggests selectivity to cancer cells (47). In our studies, MJ dissociates HK2 from the mitochondria in FLS and reduces migration and invasion as compared to control with stimulation with PDGF. The drug was also sufficient at reducing arthritis in the K/BxN animal model and even better at prevention of severe arthritis. Of interest, some reports already suggested a protective role of MJ in arthritis, such as *in vivo* studies on the LPS-induced arthritis murine model (56, 57). Our study found that Tofa, a common drug used in treatment of RA, but not MTX, detached HK2 from the mitochondria, suggesting that HK2 dissociation could be involved in its therapeutic effects. Another group described the effect of Tofa on the expression of glycolysis-related genes, including HK2, and its effect on RA FLS invasion (58).

In cancer, membrane-bound HK2 increases consumption of glucose and production of lactate to increase proliferation and resistance to apoptosis induced from chemotherapy (59, 60). Manipulation of an isoform-specific enzyme could prove to be a safer and more specific approach than global glycolytic inhibition to avoid unnecessary tampering with healthy tissue and cells. An even more specific strategy would be to inhibit the binding of HK2 to the mitochondria, because it appears to have a significant effect on RA FLS behavior. In cancer cells, detaching HK2 from the mitochondria also induced apoptosis by releasing cytochrome c into the cytosol and deceases the tumor size (12, 47, 61). Dissociation of the HK2 from mitochondria also modulates mitophagy and autophagy during metabolic suppression (40), yet, in other pathologies, such as prevention of ischemia–reperfusion injury, the opposite effect is desirable (62).

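*Col1a1* (ENSMUSG00000001506; chromosome 11 of GRCm38, 94936224 to 94953042) had 8179 ± 4531 CPM in *Hk2*-positive and 6634 ± 3182 in *Hk2*-negative fibroblasts of the same libraries (SD, n = 12), a log2 fold change of 0.24 (SE 0.05, adjusted p = 7.35e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was higher in 10 of 12 libraries. *Col3a1* (ENSMUSG00000026043; chromosome 1, 45311538 to 45349706), whose position the gene model Gm47302 shares on the same strand, had a log2 fold change of 0.29 (SE 0.04, adjusted p = 2.08e-05 from the same edgeR test) and was higher in 12 of 12. Both differences stayed under the fold change limit of 0.5. Over 27 collagen genes, 21 were higher and the mean log2 fold change was 0.13 (adjusted p = 0.00162 from camera). As small a camera p-value came from 13 of 100 splits with the status of cells exchanged within libraries drawn at random. With scaling by total counts alone, 16 of the 27 were higher and the mean was 0.00. That scaling also moved the median of all genes from -0.01 to -0.13, so the fall was not particular to collagens. With each cell thinned to 2000 UMIs the mean was 0.04 and the list no longer passed. *Acta2* (ENSMUSG00000035783; chromosome 19, 34241090 to 34255590) had 79.3 ± 80.1 CPM in positive and 71.2 ± 64.5 in negative cells (SD, n = 12), a log2 fold change of -0.03 (SE 0.19, adjusted p = 0.929 from the same edgeR test), and was higher in positive cells in 5 of 12 libraries. With each cell thinned to 2000 UMIs before its status was set, *Acta2* was lower in positive cells past the threshold, with a log2 fold change of -0.56 (SE 0.15).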

scRNA-seq data found that *Hk2*-positive fibroblasts correlated with several genes, some of them related to myofibroblast signatures such as the collagen alpha (Col) genes (*Cola1*, *Col3a1*, etc.) and alpha actin-2 (*Acta2*), and their expression was decreased by dissociation of mitochondrial HK2. A myofibroblast signature was described in RA FLS from a high-inflammation synovium (63, 64). Other genes like periostin were already associated with migration and invasion of synoviocytes (65). Finally, Tumor necrosis (TNF) and factor Interleukin 6(IL-6) did not decrease after MJ incubation (data no shown), which, together with the recent data that suggested HK2 to also be dispensable for T cell activation, proliferation, and differentiation (66), implies that immune system would not be compromised using this type of inhibitor (67).

In summary, our results suggest that mitochondrial HK2 is a key regulator of aggressive FLS phenotype. New therapeutic approaches to dissociate HK2 from mitochondria offer a safer approach than global glycolysis inhibition.

## Data availability statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/ under the accession number GSE230145.

## Ethics statement

The animal study was reviewed and approved by University of California, San Diego.

## Author contributions

All authors were involved in drafting the article or revising it critically for important intellectual content, and all authors approved the final version to be published. Dr. MG had full access to all the data in the study and takes responsibility for the integrity of the data and the accuracy of the data analysis. Study conception and design: SM and MG. Acquisition of data: AT, SKa, CM, PO, MF-B, and SK. Analysis and interpretation of data. AT, SKa, CM, PO, MF-B, SK, TL, PG, AC, ES-L, SM, and MG. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

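Single-cell RNA sequencing of live CD45-negative cells from mouse hind limb joints was analysed for 12 libraries, 3 for each of the labels rest, peak, resolving and resolved. The authors aligned the reads with CellRanger and deposited counts of UMIs per gene and cell, whole numbers from before their limits on genes and UMIs per cell. Every library has the same median number of UMIs per deposited cell, so the counts look brought to one depth, a step the paper's text does not describe. The labels of the deposited samples gave the stage and the replicate number of each library. Each library's deviation from the mean of its label was correlated across genes, which are not independent replicates, with that of the rest library of the same number, and r lay between -0.53 and 0.63, so the numbers were not taken to pair the samples. Of the 27998 gene identifiers in the files, 27645 are in GENCODE M21, which gave the gene positions on GRCm38.

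The paper's limits on genes and UMIs per cell were applied as strict inequalities, with each library's own limit on UMIs. Counts were scaled to a total of 10000 per cell for clustering, and 2000 variable genes, 30 principal components, 20 neighbours, Leiden clustering at resolution 1 and seed 1 were used in scanpy 1.11.5 (leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, Python 3.11.15). The markers of 14 classes were fixed in advance, but the limits that turn markers into names were set after the clusters were seen, in place of the 3 detected markers set beforehand. A cluster took a class when at least 4 of its markers were detected in at least 20% of cells at a log2 fold change of at least 1 over the other cells, and stayed unnamed when at least 70% of the markers of another such class passed too. A cluster without such a class counted as fibroblast-like when at least 5 of the 7 fibroblast markers were each detected in at least 30% of its cells, and lining and sublining clusters needed 3 markers. A cluster with more markers of another class than of its own among its 10 leading genes was left unnamed, which left out 1 cluster of 1362 cells. Scrublet's own threshold called few cells, and for the alternative without doublets the 6% of cells with the highest scores in each library were removed instead, a rule set after the scores were seen.

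UMIs were summed per library over the cells compared, with at least 10 cells per sum, and tested in edgeR 4.0.16 (R 4.3.3) with TMM normalization, its filter on low counts and the two-sided quasi-likelihood test, with Benjamini-Hochberg adjustment over the genes tested. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Cell types were compared with fibroblasts in one model with the library as a block, *Hk2*-positive with *Hk2*-negative fibroblasts with the library as a block and *Hk2* left out, and each later stage with rest in one model of all 12 libraries without a block. A gene was past the threshold at an adjusted p-value under 0.05 and a log2 fold change over 0.5 either way, and the interaction of status and stage was tested at an adjusted p-value under 0.05 alone. The 4 gene lists were pro-inflammatory ligands (95 genes), collagens (44), glycolysis genes without *Hk2* (17) and dissociation and immediate early genes (20), tested with camera and fry of limma 3.58.1 over the genes that passed the filter. The list called pro-inflammatory ligands took symbols that begin with *Ccl*, *Cxcl*, *Il* or *Tnfsf* and a number, and single genes such as *Ptgs2*. It was not limited to genes that promote inflammation and also holds *Il4*, *Il10*, *Il13* and *Cxcl12*. *Tnf* was not tested by status or stage because of its low counts. Genes named in the text are *Hk2*, *Hk1*, *Tnf*, *Il6*, the 9 genes the paper names, and the 3 largest changes each way past the threshold with one direction in every library, leaving out gene models without a symbol, haemoglobin and immunoglobulin genes. Reads shared by chemokine paralogs, and by genes that overlap on one strand, could have been divided or dropped by the counting.

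The models were tested on simulated counts with the means and spread of these libraries, in which 200 genes were changed. With *Hk2*-positive against *Hk2*-negative sums, 100% of genes changed by 1 on the log2 scale were recovered and 5.66% of the calls were false, over 9713 genes. The interaction recovered 65% (8.45% of calls false) and fibroblasts against osteoblasts 96.5% (5.39% false). For peak against rest, a change of 1 was recovered for 0% of the genes by edgeR and for 18% by DESeq2 1.42.0, with 33.3% of DESeq2's calls false, and for a change of 3 edgeR had 6.31% false calls.

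The alternatives were no upper limits on genes and UMIs, a limit of 10% on mitochondrial UMIs, removal of doublets, Leiden resolution 0.5, each cell thinned to 2000 UMIs, *Hk2*-positive from 2 UMIs, tenocyte-like and proliferating clusters added to the fibroblasts, negative cells matched in UMIs within 10 bins, all fibroblasts in place of positive ones, RLE size factors, no scaling beyond total counts, no filter on low counts, DESeq2, no block or a block of replicate numbers, the 6 libraries compared alone, an adjusted p-value alone, the fold change of the mean over all cells, a paired permutation test on log2 counts scaled to a common library size (CPM) with a pseudocount of 1, and each library left out in turn. Added after the data were seen were negative cells matched in cluster or in the share of dissociation genes, a block of barcode suffixes, and the unnamed cluster added to the fibroblasts. The human cells, the methyl jasmonate experiments, the qPCR and the other mouse experiments of the paper were not analysed here.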

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

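The matches in cluster and in dissociation genes, the block of barcode suffixes, the addition of the unnamed cluster and the rule for doublets were chosen after the results were seen. A change of sign in a value not past its threshold was counted only where the shift exceeded its SE, or, for the mean of a list over time, 1 SD of the values with one library left out. The cause was not tested for any change given here unless named.

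Among the comparisons of *Hk2* in fibroblasts with other types, the paired permutation test called 5 types lower. Its mean log2 differences were 2.36 for Schwann, 1.60 for erythroid, 4.10 for immune and 0.87 for proliferating cells, none past the threshold because few libraries bear on them, and 0.11 for muscle, a change of sign. The difference from erythroid cells was not past the threshold without upper limits (1.69) or with DESeq2 (1.35), and that from tenocytes was -0.021 without upper limits, -0.082 at resolution 0.5, 0.24 with the mitochondrial limit and 0.45 with DESeq2. Thinning turned the difference from chondrocytes to 0.20. Across the 12 fits that each left out one library, erythroid cells ranged from 1.70 to 2.18 and tenocytes from 0.44 to 0.59, the latter not past the threshold without resolved replicate 2 or resolved replicate 3.

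Between *Hk2*-positive and *Hk2*-negative fibroblasts, the number of higher genes was 241 with no scaling beyond total counts, 236 with cells matched in cluster and 1681 by adjusted p-value alone. The number of lower genes was 165 with thinning, 429 with positive cells from 2 UMIs, 599 with no scaling, 384 with no filter, 140 with no block, 142 with cells matched in dissociation genes, 85 with cells matched in cluster and 1450 by adjusted p-value alone. Thinning turned *Timp1* to -0.012, *Postn* to -0.0089 and the glycolysis list to -0.068, and with no block *Acta2* turned to 0.18. The collagen list was not past its threshold without upper limits (0.089), at resolution 0.5 (0.082), with thinning (0.039) or with no block (0.14), nor the glycolysis list with no block (0.30). Thinning leaves out cells under 2000 UMIs and makes fewer cells positive.

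Over the stages, counts of genes stayed at 0 under the alternatives run, except for 1 gene lower at peak with the block of suffixes. The interaction gave 41, 28 and 48 genes at peak, in the resolving and in the resolved stage with no filter, and 1 in the resolved stage with thinning. With the block of replicate numbers, *Timp1* was -1.13 at peak and *Hk2* in all fibroblasts 0.14, and 0 genes passed. With the block of suffixes, *Hk2* in all fibroblasts was -0.29 in the resolved stage, *Postn* 0.53 in the resolving stage, dissociation genes -0.059 at peak, and the resolving lists -0.061 (ligands), -0.074 (collagens), 0.071 (glycolysis) and 0.037 (dissociation), none past the threshold. Dissociation genes passed at peak with positive cells from 2 UMIs (0.19) and with DESeq2 (0.16). In the resolving stage ligands did not pass without doublets (-0.41) or with no filter (-0.17), nor collagens with no filter (-0.30). *Cxcl2* turned to -0.38 in the resolved stage with thinning. Collagens passed in the resolved stage with the mitochondrial limit (-0.34), at resolution 0.5 (-0.25), from 2 UMIs (-0.24), with tenocyte-like clusters added (-0.20), in all fibroblasts (-0.21) and with the unnamed cluster (-0.22), and glycolysis genes with tenocyte-like clusters added (0.30), in all fibroblasts (0.28), with DESeq2 (0.29) and with the unnamed cluster (0.31).

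Across the 6 fits that each left out one library of the stages compared, the means of lists at peak ranged from -0.67 to 0.46 (ligands, above 0 without rest replicate 2), -0.92 to -0.13 (collagens), -0.68 to 0.18 (glycolysis) and -0.023 to 0.43 (dissociation). In the resolving stage they ranged from -0.92 to 0.14, -0.71 to -0.17, -0.62 to -0.12 and 0.14 to 0.60, and in the resolved stage from -0.42 to 0.46, -0.45 to 0.020, -0.31 to 0.56 and -0.22 to 0.30, in the same order. *Hk2* in all fibroblasts ranged from -0.36 to 0.44 and *Cxcl2* from -0.15 to 0.53 in the resolved stage, and the interaction from 0 to 1 gene in the resolving and in the resolved stage. Among single named genes, 10 other values were weaker and 5 stronger, and with one library left out 4 were weaker. The other values kept their direction and side of the threshold, or moved by less than the spread given. The limit of an adjusted p-value alone gives no value for the lists.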

Differences from the paper's values

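For the log2 fold change in *Hk2*-positive fibroblasts at peak against rest, the paper's value for *Ccl2* is about 2 in Fig. 5E, read by eye, and the value here was -0.043, and none of the alternatives set before the data were examined closed the gap. For *Timp1* the paper's value is about 2 in Fig. 5E, read by eye, against -0.69 here (SE 1.17). It rose above 0 only without rest replicate 2, to 0.42, which stayed below the paper's value. For *Cxcl1* the paper's value is about 2 in Fig. 5E, read by eye, against -0.13 here, and no such alternative closed the gap. For *Postn* the paper's value is about 2 in Fig. 5E, read by eye, against -0.17 here (SE 1.19). It rose above 0 with each cell thinned (0.10) and without rest replicate 2 (0.58), peak replicate 1 (0.28) or peak replicate 3 (0.33). With the run of barcode suffixes as a block, chosen after seeing the values, it was 0.58. No other alternative set before the data were examined gave a value above 0, and all of these stayed below the paper's value. For *Col1a1* the paper's value is about 1 in Fig. 5E, read by eye, against -0.33 here. It rose above 0 only without peak replicate 3, to 0.02, which stayed below the paper's value.

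In the resolving stage the paper's value for *Postn* is about 2 in Fig. 5E, read by eye, against -0.96 here, and in the resolved stage its value for *Cxcl1* is about 2 in Fig. 5E, read by eye, against 0.16 here. No alternative set before the data were examined closed either gap. Under the block of barcode suffixes, chosen after seeing the values, *Postn* rose to 0.53 (SE 0.21) in the resolving stage, still below the paper's value. The fold change of the mean over all cells gave -0.11 for *Ccl2*, -0.78 for *Timp1*, -0.15 for *Cxcl1*, -0.11 for *Postn* and -0.23 for *Col1a1* at peak.

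The paper states that 9 named genes are higher at peak than at rest in *Hk2*-positive fibroblasts, and here 0 of the 9 had a log2 fold change above 0 under the settings used throughout. Under other settings with all libraries *Ccl2*, *Cxcl1*, *Cxcl2* and *Postn* rose above 0, as did *Postn* and *Col3a1* with the block of barcode suffixes and *Ccl2* and *Cxcl2* with the unnamed cluster added, both chosen after seeing the values, and 6 of the 9 did in a fit that left out one library. It states that many of them stay higher in the resolving stage, and here 1 of the 9 was above 0, and with the block of barcode suffixes *Postn*, *Col1a1* and *Col3a1* were as well. It lists *Acta2* among the genes that go with *Hk2*-positive fibroblasts, and here its log2 fold change was -0.03 between positive and negative cells.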

Other observations

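The comparison with cells matched in UMIs was planned, while the counts of other splits, the cells matched in cluster or dissociation genes, the splits by other genes and the comparisons of libraries by barcode suffix, within clusters included, were chosen after the results were seen.

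Libraries with one stage label were not more alike than libraries with different labels. In fibroblasts the mean correlation of log2 counts scaled to a common library size (CPM) was 0.951 within labels, 0.984 within the 4 runs of 3 consecutive barcode suffixes and 0.951 between these runs. Among all 15400 groupings of the 12 libraries into 4 sets of 3, the suffix runs ranked 1 by mean correlation within sets and the labels ranked 14057. The suffix runs also ranked 1 in vascular endothelial cells, osteoblasts, perivascular cells and tenocytes. Along suffixes 1 to 12 the labels repeat in the order rest, peak, resolving and resolved, so each run holds 3 of the 4 labels. Proliferating cells were 0.0741% to 0.489% of the cells of the libraries with suffixes 1 to 3, 7.43% to 11.9% with 4 to 6, 1.53% to 4.19% with 7 to 9 and 0.0657% to 0.0820% with 10 to 12. *Timp1* in all fibroblasts had 225.8 to 255.4, 3065 to 3751, 967.1 to 1284 and 270.8 to 309.6 CPM in these runs, *Postn* had 137.0 to 259.6, 1526 to 2008, 991.3 to 1390 and 128.1 to 148.3, and *Saa3* had 10.6 to 129.8, 613.4 to 1331, 804.0 to 963.5 and 7.55 to 34.5. The median SD per gene in *Hk2*-positive fibroblasts was 0.37 on the log2 scale within labels and 0.25 within runs.

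The depth per cell in the deposited counts, with fibroblast medians of 5382 to 5506, 5900 to 6402, 4113 to 5139 and 5619 to 6218 UMIs in these runs, is argued against by the rank of 1 that the runs kept with each cell thinned to 2000 UMIs, where the mean correlation was 0.967 within and 0.942 between them. The depth of the libraries before the deposited counts is not known. The median of 5358 UMIs per deposited cell in each library looks set by a step that the paper's text does not describe. As the whole cause, that depth is argued against by the share of proliferating cells, which depth alone would leave unchanged. The share was 7.43% to 11.9% with suffixes 4 to 6 and 1.53% to 4.19% with 7 to 9. It was 0.0741% to 0.489% with suffixes 1 to 3 and 0.0657% to 0.0820% with 10 to 12. Between suffixes 1 to 3 and 10 to 12, where both shares were low, that depth stays open. Clusters of fibroblasts do differ between the runs, and one of 1236 cells held 22.1% to 23.8% of the cells of libraries with suffixes 4 to 6, 2.55% to 3.31% with 7 to 9 and at most 0.0701% with the others. Such a mix as the whole cause is argued against by the ranks within single clusters, since in the 7 fibroblast clusters with at least 10 cells of every library the runs ranked 1 in 6 and 3 in the other. A candidate explanation is that libraries were mislabelled, since libraries that belong to one stage would then share a run, which ranked 1. Of the 9 genes of the paper's Figure 5E, 8 had a smaller SD within runs than within labels in *Hk2*-positive cells, by a factor of 8.51 for *Timp1*, 4.91 for *Postn*, 4.36 for *Col3a1*, 4.24 for *Col1a1*, 3.06 for *Acta2*, 2.02 for *Mmp3*, 1.38 for *Cxcl1* and 1.28 for *Cxcl2*, while *Ccl2* had 0.41 within runs against 0.35 within labels. *Cxcl1* had 2243 to 3209, 3241 to 4162, 2818 to 3564 and 3743 to 5394 CPM in the runs. Another candidate explanation is a batch shared by libraries with consecutive suffixes, though a batch would also have to change the share of proliferating cells, which reached 11.9%. These 2 cannot be told apart here, because a batch of the same 3 libraries would coincide with the run. A difference in stage between the runs was not tested, since each run mixes labels. Its stage would have to be assumed, from its values or from the order of the suffixes. No stage was assigned to a run, and all values by stage rest on the labels.

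As a consequence, 1 of the other splits of the 6 libraries labelled peak and rest, which parts suffixes 1 to 3 and 10 to 12 from 4 to 6 and 7 to 9, gave 518 genes past the threshold, 3 of the 9 named genes in one direction and 1 gene in the interaction, where the labels gave 0, with 80 genes at an unadjusted p-value under 0.05. For the labels, 10 of the 10 splits gave as many genes, as many of the 9 named genes and as many genes in the interaction at peak, and the same held for each of these 3 counts in the resolving and in the resolved stage, with 176 and 90 genes at an unadjusted p-value under 0.05. Since the labels gave 0 for each of these 3 counts, that outcome was fixed in advance and carries no information. At peak 10, 2, 7 and 5 of the 10 splits gave as small a p-value for ligands, collagens, glycolysis and dissociation genes, in the resolving stage 6, 4, 4 and 3, and in the resolved stage 8, 7, 8 and 9. With 10 splits the share cannot fall under 0.1, so these counts do not decide.

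For *Hk2*-positive against *Hk2*-negative fibroblasts, 1 of 100 splits, the real one, gave as many genes past the threshold, and 1 of 100 as small a p-value for ligands. As small a p-value came from 13 of 100 splits for collagens, 25 for glycolysis and 32 for dissociation genes, so exchanging the status of cells within libraries drawn at random gave these as well. Deeper positive cells as the whole cause of the higher ligands are argued against by the match in UMIs, with 4324 cells on each side, median depths of 5396 and 5390.5 UMIs and a mean log2 fold change of 0.56. Positive cells lying in other clusters, where the share with *Hk2* ran from 19.7% to 73.1%, are argued against as the whole cause by the match in cluster, with 3871 cells on each side and a mean of 0.44. A response to tissue dissociation stays open. With 4371 cells on each side matched in the share of dissociation genes the mean was 0.49, but the match left the dissociation list itself different, so this test does not decide.

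Dividing the fibroblasts by other genes asked whether any gene found in as many cells gives the same result. Of 347 candidates found within 5 points of the share of *Hk2*, 40 were drawn. Their positive cells were deeper, with medians of 6262 to 7088 UMIs against 4289 to 4874, than those of *Hk2* (6050.5 against 4975), so cells with and without each gene were matched in UMIs, as for *Hk2*. With the match, 0 of the 40 gave as large a mean log2 fold change of the ligands as the 0.56 of *Hk2*. The means ran from -0.31 to 0.29, with a median of -0.096 and 32 below 0, and the highest were those of *Litaf* (0.29), *Il6st* (0.19) and *Gja1* (0.14), named after their values were seen. As many genes past the threshold as the 640 of *Hk2* came from 0 of these splits, with a median of 17 and at most 123, while without the match 1 split gave as many as *Hk2*, with 736 genes. *Hk2* may therefore mark fibroblasts with more of these ligands, as a hypothesis found and tested on the same data, and the dissociation response was not excluded.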
